A study of Mus musculus with 24 samples. Its data were reported in "MYT1L haploinsufficiency in human neurons and mice causes autism-associated phenotypes that can be reversed by genetic and pharmacologic intervention" (2023).

How the data were processed

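MYT1L binding was measured by CUT&RUN in mouse cortex. The 24 libraries fell into 8 groups by their titles and descriptions: MYT1L and IgG libraries of WT cortex at E18.5, WT prefrontal cortex at P0 and in the adult, and prefrontal cortex of adult Myt1l heterozygotes, with 3 libraries per group. Some adult libraries of both genotypes carry Myt2l or Myt3l in their titles. They were taken as MYT1L libraries because their descriptions name the Myt1l site list. Whether the libraries of a group came from separate animals is not stated in the labels. The study's methods give a number of cells per animal and split each suspension between the MYT1L antibody and control IgG. By that account a MYT1L and an IgG library came from the same animal, but the labels do not state the pairs. The labels name cortex for E18.5 and prefrontal cortex for the other groups, while the study's methods name prefrontal cortex at every stage. They give sequencing run 1 for E18.5 and P0 and run 2 for both adult groups, so the comparisons of adult with younger cortex are also comparisons between runs.

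The authors processed the reads with the nf-core/cutandrun pipeline on build mm10, per the study's methods and the labels. The aligner, the peak caller, its threshold and the use of the IgG libraries are not given in the sources used here. The unit of the deposited files is a position: the authors deposited 1 list of sites per MYT1L group, with the start and end of each site in bp and no height, score or p-value per site. The lists were merged over the libraries of a group, so no share, width or motif value has a replicate error, and no site could be filtered by its support among libraries. The 12 IgG libraries are not analysed here. Sequencing depth per library was unknown. A deeper library can yield more and narrower sites, which limits any comparison of counts between lists.

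Sites were used as deposited, on 21 chromosomes, and no site touched another of its list. Positions in the text count from 1. Gene annotation and sequence were those of GRCm38.p6, the same assembly as mm10, with 21938 protein-coding genes. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and bedtools 2.31.1. The design of each test, the gene lists, the rule for named genes and the alternatives to be tried were fixed before the data were examined.

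Overlap was the share of sites of a list that shared at least 1 bp with a site of another list, with an exact (Clopper-Pearson) 95% binomial interval. It was compared with 1000 random placements of the second list on the same chromosomes outside assembly gaps, by a one-sided permutation p. Each alternative of the overlap used 100 placements. Site midpoints were annotated in the order promoter (1 kb upstream to 100 bp downstream of a transcription start), transcription end, coding exon, 5' UTR, 3' UTR, other exon, intron and intergenic, and compared with the share of genome bases in each class.

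The motif AAAGTT was searched on both strands within 75 bp of each midpoint. The study ran HOMER over the same window with repeats masked. HOMER was not used here, and the background was instead 10 windows per site of the same length and GC content, drawn from the same chromosomes without repeated draws. Odds ratios were tested with Fisher's exact test, two-sided, and odds ratios of 2 lists were compared with Woolf's chi-square test, with Benjamini-Hochberg adjustment over 12 comparisons. All 6-mers, each counted with its reverse complement, were ranked in the same windows. Besides AAAGTT, 17 words of known factor families were tabulated, of which 12 were listed first and 5 (CATATG, TGAGTC, GTGGGC, CTATAG and TATATA) were chosen after the ranking was seen.

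Target genes followed the study's definition, a protein-coding gene with a site within 5 kb of a transcription start. Target gene lists were compared by Fisher's exact test, two-sided, over all protein-coding genes, and with 100 random placements of each site list. The 25 gene lists were the Notch and Wnt pathways, progenitors, pan-neuronal genes, cortical excitatory layers, interneurons, sodium channels, astrocytes, the oligodendrocyte lineage, microglia, endothelial and mural cells, heart and skeletal muscle, liver and pancreas, epithelium, mesenchyme and skeleton, blood lineages, developmental transcription factors of other tissues, autism, epilepsy, the circadian clock, immediate early genes, the MYT family, ribosomal proteins, olfactory receptors and a list of targets the study names. The result of the last list, and a few genes that the rule below would name, are not reported here. Symbols were matched through the annotation and RefSeq synonyms. Benjamini-Hochberg adjustment ran over 100 tests, 25 lists by 4 site lists. Odds ratios within promoter CpG class were tested with the Cochran-Mantel-Haenszel chi-square test, two-sided. A difference of a gene list between 2 site lists was tested as the difference of its log odds ratios against 10000 random gene lists of the same size and promoter CpG class (two-sided permutation, adjusted over 25 lists). These log odds ratios, and the ratios printed from them, carry the Haldane correction, a constant added to each count, so for lists with few targets they differ from the quotient of the odds ratios of the 2 site lists. Calls refer to an adjusted p below 0.05.

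The genes named are Hes1, Tfap2b and Myt1l, up to 4 members of each gene list that are targets in most site lists, the 10 genes per pair of lists and direction with the most bp in sites among genes that are targets in 1 list of the pair alone, and the 10 genes with the most bp in sites among targets in all 4. Genes with a shared promoter are named together. Width in bp was the weight because the lists hold no signal.

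Alternatives included other overlap rules, promoter definitions, motif windows and backgrounds, target distances, sites wider than the list median, sites under 50% repeat, gene backgrounds within promoter CpG class, lists at equal length and each chromosome left out. For equal length, each list was cut to its widest sites at the length of the shortest list. This setting therefore changes the width of the sites as well as their number, and by a different amount in each list. Those chosen after seeing the data were the added background of CpG class and window length, target genes from sites under 50% repeat, the widest decile of each list, equal lengths for overlaps and for the odds ratios of single gene lists, and motif counts at sites that the other adult list lacks. Leaving out replicates, and sites supported by at least 2 libraries, could not be run on merged lists.

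The steps were tested on simulated data. For 32145 sites of adult WT widths with a planted overlap of 21.2% with P0, 21.2% was recovered, and random lists gave a mean of 0.978-fold over chance. For 7921 GC-rich windows without planted motifs the matched background gave an odds ratio of 1.05 and an unmatched one 0.572, and a planted odds ratio of 2.73 was recovered as 2.64. Over 21938 genes, 5% of random lists of 40 genes reached an unadjusted p under 0.05 for P0 targets, lists drawn at an odds ratio of 4 gave a median of 4.06, and lists drawn by CpG class alone gave 2.19 against all genes and 0.986 within class. For differences between P0 and adult WT, 4% of random lists passed.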

Results

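MYT1L is a zinc finger transcription factor of neurons. Its binding to chromatin was mapped by CUT&RUN, in which an antibody directs a nuclease to the DNA around a bound protein and the released fragments are sequenced. By their labels, the samples were cortex of wild-type (WT) mice at embryonic day E18.5, prefrontal cortex of WT mice at birth (P0) and as adults, and prefrontal cortex of adult mice heterozygous for a Myt1l mutation (HET). Each of these 4 groups had 3 MYT1L libraries and 3 libraries with a control IgG antibody, 24 samples in all. The deposited data analysed here are 4 lists of bound sites, each merged from the 3 MYT1L libraries of a group, with a start and an end per site and no height or score. Sequencing depth was unknown, no value per library was used, and there was no replicate error for any value below. A p-value here compares 2 lists, or a list with the genome, and not 2 conditions. The intervals cover counting error within a list. Both younger stages carried sequencing run label 1 and both adult groups run label 2, so stage and run cannot be told apart between P0 and adult.

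The number and the width of MYT1L sites differed several-fold between the lists. The E18.5 list held 14477 sites with a median width of 593 bp, the P0 list 40698 sites of 276 bp, the adult WT list 32145 sites of 167 bp and the adult HET list 56937 sites of 108 bp. The adult HET list had 1.77 times as many sites as the adult WT list, yet both covered about the same length of genome, 6560 kb and 6581 kb. The E18.5 and P0 lists covered 10003 kb and 14381 kb. Without depth or replicates, no test of these numbers between groups was possible.

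Whether MYT1L occupies the same places at different stages was asked from the overlap of the lists. Most E18.5 sites lay at P0 sites, as 88.3% of them (12777 of 14477, exact 95% interval 87.7 to 88.8%) shared at least 1 bp with a P0 site. In the other direction, 34.8% of the P0 sites (34.4 to 35.3%) overlapped an E18.5 site. The 10 genes with the most bp in sites among targets in all 4 lists were Tcf4, a basic helix-loop-helix factor linked to intellectual disability, Nfia, a nuclear factor I protein, Pou3f3 and Mef2c, factors of cortical neurons, Myt1l itself, Nrn1, Baz2b, Trim2, Zfp260 and the histone gene Hist1h4a. Tcf4 (chromosome 18, 69343356 to 69689079, mm10) carried 13 sites within 5 kb of its transcription starts at E18.5, 27 at P0, 9 in adult WT and 5 in adult HET. The Myt1l gene carried 3, 13, 3 and 2 such sites, which covered 6965, 7211, 584 and 233 bp. Far fewer sites were common to young and adult cortex. Of the E18.5 sites 18.4% (17.8 to 19.1%) and of the P0 sites 7.99% (7.73 to 8.26%) overlapped an adult WT site. The adult lists overlapped as little, with 8.38% of adult WT sites (8.08 to 8.69%) in adult HET and 4.90% of adult HET sites (4.72 to 5.08%) in adult WT.

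All 4 overlaps tested exceeded random placement of the second list on the same chromosomes. The excess was 51.5-fold for E18.5 sites in P0, 16.2-fold for E18.5 sites in adult WT, 11.2-fold for P0 sites in adult WT and 11.7-fold for adult WT sites in adult HET. The one-sided permutation p was 0.001 for each, the smallest that 1000 placements can give. Placement was also restricted to promoters for promoter sites and to the rest of the genome for other sites. The excess of the first 3 overlaps then fell to 12.2-fold, 7.62-fold and 6.17-fold, and that of the last to 10.5-fold. Wide sites were shared most often. In the widest decile of each list, 94.2% of E18.5 sites were found at P0, 20.03% of adult WT sites at P0 and 27.5% of adult WT sites in adult HET.

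**Figure D1:**
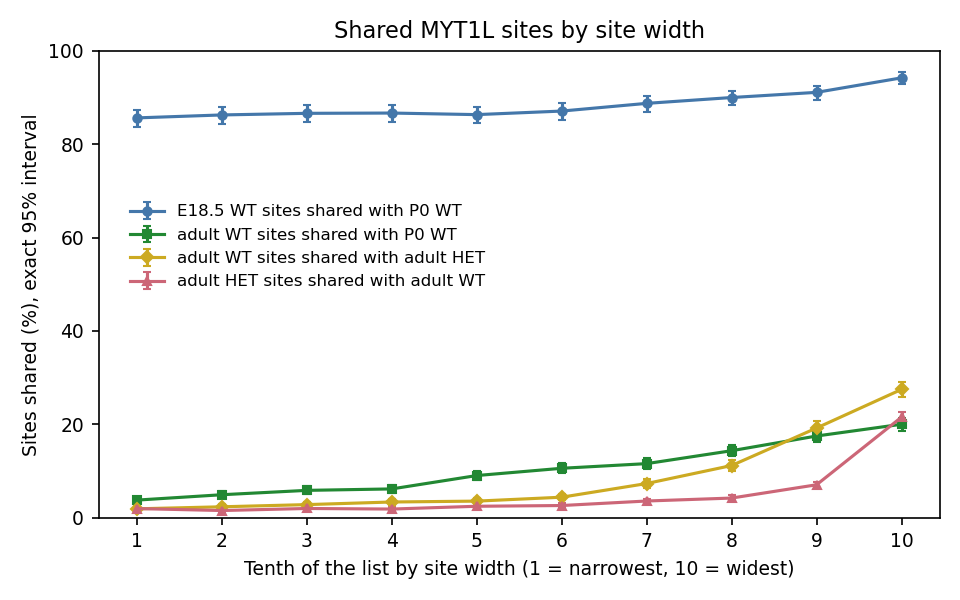
Share of sites (%, with exact 95% interval) that overlap a site of another list by at least 1 bp, against the decile of the list by site width from narrowest to widest. E18.5 sites were shared with P0 at every width (85.6% in the narrowest decile, 94.2% in the widest), while the share of adult WT sites in P0 went from 3.80% to 20.03%.

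MYT1L sites lay at promoters far more often in the younger lists. Promoters, counted from 1 kb upstream to 100 bp downstream of a transcription start, held 34.4% of E18.5 sites (33.6 to 35.2%), 22.9% of P0 sites (22.5 to 23.3%), 7.81% of adult WT sites (7.52 to 8.11%) and 3.75% of adult HET sites (3.595 to 3.91%), against 2.54% of the genome. Intergenic sites made up 28.3%, 31.4%, 44.3% and 51.6% of the lists and 52.7% of the genome. Introns held 32.2%, 39.6%, 42.9% and 40.1% of sites. Adult WT promoter sites were shared with younger cortex more often than other adult sites, since 51.1% of them (49.1 to 53.0%) overlapped a P0 site against 6.95% (6.67 to 7.25%) of adult WT sites elsewhere. The repeat share, averaged over sites, was 11.2% at E18.5, 13.7% at P0, 23.0% in adult WT and 33.6% in adult HET, against 36.4% of genome bases. With the promoter set to protein-coding genes alone, the adult HET share was 2.49%.

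**Figure D2:**
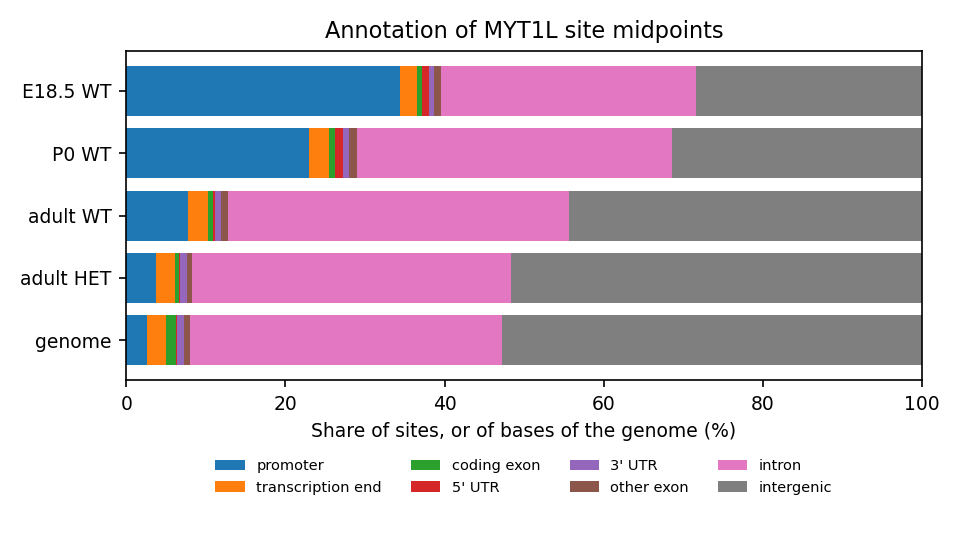
Share of MYT1L site midpoints (%) in each annotation class for the 4 lists, with the share of genome bases in the bottom bar. Promoters took 34.4% of E18.5 sites and 3.75% of adult HET sites, and the adult HET bar was closest to the genome bar.

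The study named Hes1 and Tfap2b among genes that MYT1L binds and represses. Hes1, a repressor downstream of Notch that holds back neurogenesis, spans chromosome 16, 30064384 to 30067796 on the plus strand. It carried a single promoter site at E18.5 (30064545 to 30065602), at P0 (30064703 to 30065687) and in adult WT (30064952 to 30065491), and the adult HET list held no site within 5 kb of its transcription starts. Tfap2b, a transcription factor mutated in Char syndrome, had no such site at E18.5 and a different site in each of the other lists. These were an intergenic P0 site on chromosome 1 (19206307 to 19206546), an intergenic adult WT site (19207374 to 19207440) and an adult HET promoter site (19208228 to 19208317). No test was possible on the presence of a single site in a merged list.

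**Figure D3:**
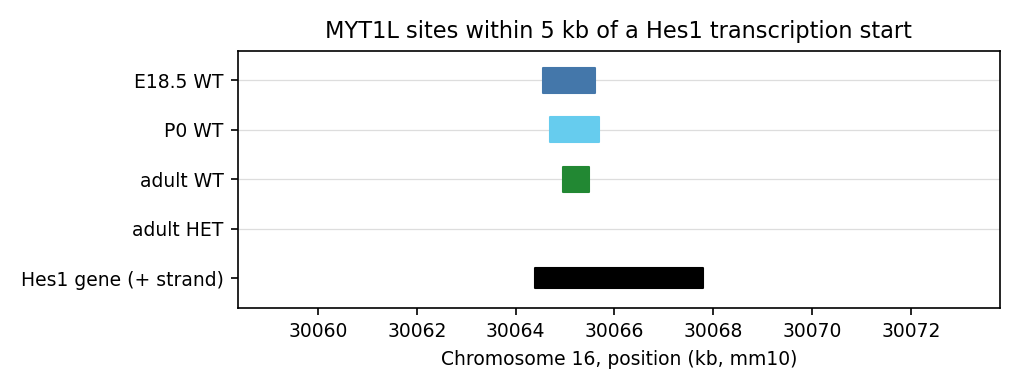
Map of the Hes1 locus (chromosome 16, position in kb, mm10) with the MYT1L sites of each list within 5 kb of a Hes1 transcription start as coloured bars and the gene as a black bar. Overlapping sites of 1058, 985 and 540 bp lie inside the gene near its start in the 3 WT lists, and the adult HET track is empty.

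The MYT1L core motif AAAGTT marked the sites of younger cortex clearly, those of adult WT weakly and those of adult HET barely. Within 75 bp of the site midpoint, it occurred at 15.1% of E18.5 sites against 9.23% of windows of like GC content (odds ratio 1.75, 95% interval 1.67 to 1.84, p = 2.6e-102, Fisher's exact test, two-sided). By the same exact test the odds ratio was 1.55 at P0 (1.51 to 1.60, p = 3.0e-174), 1.14 in adult WT (1.10 to 1.17, p = 2.0e-13) and 1.03 in adult HET (1.01 to 1.06, p = 0.0080). At promoters it was 1.87, 1.87, 1.34 and 1.07, the last with an exact p = 0.40. Relative to P0, the adult WT odds ratio was lower by a factor of 0.732 (0.700 to 0.765, adjusted p = 3.4e-42, Woolf's chi-square test). Adult WT sites that overlapped a P0 site held the motif at an odds ratio of 1.60 (1.44 to 1.78), against 1.10 (1.06 to 1.14) for adult WT sites that did not. The adult WT excess was no longer called with a window of 250 bp on each side (odds ratio 1.02, exact p = 0.080), nor the adult HET excess among sites under 50% repeat (1.03, exact p = 0.076). The adult HET odds ratio was 0.910 times that of adult WT (0.873 to 0.949). This difference was lost against windows 1 to 2 kb away (1.17 against 1.19, ratio 0.984). It was also lost with 250 bp on each side (ratio 1.01, p = 0.71, Woolf's chi-square test). Among all 6-mers AAAGTT ranked at 354 in the E18.5 list, where 99 of the top 100 held a CpG. Its rank among the 1476 6-mers without a CpG was 5 at E18.5, 11 at P0, 175 in adult WT and 460 in adult HET.

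Words of other transcription factor families separated the lists as well. The 6-mer counts below are for sites outside promoters, with Fisher's exact test and 95% intervals. TTGGCA, the half-site of nuclear factor I, was enriched most at E18.5 (odds ratio 2.62, 2.47 to 2.78) and P0 (2.00, 1.94 to 2.07), and less in adult WT (1.38, 1.32 to 1.43) and adult HET (1.10, 1.06 to 1.14). TGACGT, the core of the CRE bound by CREB, was enriched at E18.5 (2.05, 1.76 to 2.39) and P0 (1.77, 1.62 to 1.92). It was not called in adult WT (1.06, 0.943 to 1.19) or adult HET (0.941, 0.858 to 1.03). The intervals overlapped between the younger lists and between the adult lists, so no order within these pairs is given. TGACTC, the AP-1 site bound by FOS and JUN, was enriched in adult WT (1.44, 1.39 to 1.504) and adult HET (1.16, 1.12 to 1.2), but not at E18.5 (0.991, 0.913 to 1.07) or P0 (0.880, 0.840 to 0.921). CAGATG, an E-box of neurogenic basic helix-loop-helix factors, was enriched in all 4 lists, at 1.71, 1.35, 1.42 and 1.07. The EGR word GTGGGC and the TA-rich word TATATA were chosen after the ranking of all 6-mers was seen. GTGGGC gave 0.857, 0.865, 1.64 and 1.10, and TATATA gave 0.594, 0.629, 1.31 and 1.39.

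**Figure D4:**
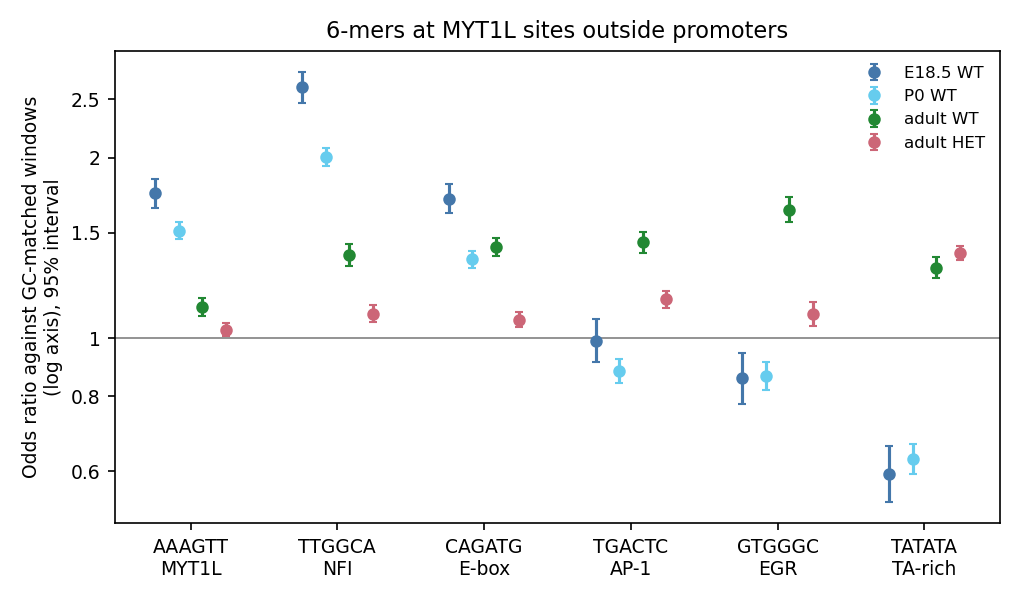
Odds ratio (log axis, with 95% interval) of 6 words at MYT1L sites outside promoters against GC-matched windows, for each of the 4 lists. MYT1L and nuclear factor I words were highest at E18.5 (1.74 and 2.62), AP-1 and EGR words were highest in adult WT (1.44 and 1.64), and the EGR and TA-rich words were chosen after the ranking was seen.

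Target genes were protein-coding genes with a site within 5 kb of a transcription start. E18.5 sites gave 6587 target genes, P0 sites 10080, adult WT sites 4404 and adult HET sites 5138, out of 21938 genes. Sites of the same widths placed at random gave a mean of 1514, 3836, 2998 and 4940 target genes, so the lists reached 4.35, 2.63, 1.47 and 1.04 times as many as chance. E18.5 and P0 shared 6157 target genes (odds ratio 41.7, 37.6 to 46.3), and P0 and adult WT shared 3095 (3.57, 3.32 to 3.83, p = 2.8e-291, Fisher's exact test). Adult WT and adult HET shared 1707 (2.602, 2.42 to 2.79, exact p = 1.0e-146). The 4 lists had 1041 target genes in common, including Map2, Syt4, Ank2 and Snap25, which encode neuronal cytoskeletal, scaffold and synaptic vesicle proteins. Genes with a CpG-rich promoter made up 80.6%, 76.4%, 66.7% and 54.9% of the targets and 49.1% of all genes. With the distance set to 1 kb, the adult WT and adult HET lists gave 2590 and 1976 target genes.

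At E18.5, markers of cortical layers, ribosomal protein genes and autism-associated genes were MYT1L targets more often than other genes. Of 25 genes that mark excitatory neurons of the cortical layers, 21 were targets (odds ratio 12.3, adjusted p = 4.3e-07, Fisher's exact test here and below), including Foxp1 and Tle4. Of 83 ribosomal protein genes 67 were targets (9.85, exact adjusted p = 3.9e-20), and of 60 autism-associated genes 40 (4.68, adjusted p = 7.8e-08), including Sin3a, a co-repressor scaffold, and Kdm6b, a histone demethylase. Clock genes (13 of 21, odds ratio 3.79, exact adjusted p = 0.0097), immediate early genes (16 of 27, 3.40, adjusted p = 0.0078) and Notch pathway genes (17 of 32, 2.65, adjusted p = 0.016) were also above other genes. Within genes of the same promoter CpG class these last 3 calls were lost (odds ratios 2.06, 1.61 and 1.70, Cochran-Mantel-Haenszel chi-square test, adjusted p = 0.15, 0.35 and 0.23). The clock and Notch calls were also lost with sites wider than the list median (odds ratios 2.38 and 2.17, exact adjusted p = 0.17 and 0.13). The ribosomal odds ratio was 5.12 within CpG class and stayed called. Pan-neuronal genes were not called (18 of 40, odds ratio 1.91, exact adjusted p = 0.10), but were with targets within 10 kb (2.16, adjusted p = 0.043). Wnt pathway genes such as Gsk3b and Fzd3 were near other genes (16 of 61, odds ratio 0.828, exact adjusted p = 0.68), and below genes of the same CpG class (0.450, chi-square test, adjusted p = 0.018).

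Genes that mark other tissues were rarely targets at E18.5. Of 34 blood lineage genes 1 was a target, Rag2 (odds ratio 0.0705, exact adjusted p = 7.1e-04), and of 25 endothelial and mural genes 1, Vtn (0.0970, adjusted p = 0.010). Epithelial genes had 2 targets of 35, Trp63 and Krt10 (0.141, exact adjusted p = 0.0029), mesenchymal and skeletal genes 3 of 35 (0.218, adjusted p = 0.014), heart and muscle genes 3 of 40 (0.189, adjusted p = 0.0033) and liver and pancreas genes 3 of 35 (0.218, adjusted p = 0.014). Transcription factors that pattern other tissues had 9 of 83 (0.282, exact adjusted p = 4.3e-04), among them Otx1, Dmrta2 and Sox1, which are also forebrain regulators. Olfactory receptor genes had 5 of 1093 (0.00996, exact adjusted p = 2.9e-162). Glial lists were not called, with 6 of 20 astrocyte genes (0.999), 2 of 22 oligodendrocyte lineage genes (0.233, exact adjusted p = 0.068) and 2 of 22 microglia genes (0.233, adjusted p = 0.068). With targets within 1 kb the latter 2 lists were called (0.0608 and exact adjusted p = 0.0047 for each). The muscle and the liver and pancreas calls were lost within CpG class (odds ratios 0.292 and 0.361, chi-square test, adjusted p = 0.10 and 0.13), and with sites wider than the list median the number of lists below other genes was 3 instead of 8, with the endothelial (odds ratio 0.198), liver and pancreas (0.140), epithelial (0.288), mesenchymal (0.288) and blood (0.144) lists still low but not called.

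From E18.5 to P0, MYT1L sites appeared at more epilepsy-associated genes, many of which encode ion channels and synaptic proteins. Epilepsy-associated genes rose from 13 to 31 targets of 40 (ratio of odds ratios 3.42 with the Haldane correction, used for all such ratios, adjusted p = 0.0038, permutation of matched gene lists), including Chd2, Scn2a and Prrt2 in both lists. Blood lineage genes rose from 1 to 8 of 34 (3.62, permutation, adjusted p = 0.026), such as Rag1, Lyl1 and Foxp3, and olfactory receptor genes from 5 to 22 of 1093 (2.06, adjusted p = 0.0025). At P0 pan-neuronal genes (31 of 40, odds ratio 4.06, exact adjusted p = 5.5e-04), cortical layer genes (23 of 25, 13.6, adjusted p = 1.8e-05), autism-associated genes (52 of 60, 7.68, adjusted p = 1.3e-09), ribosomal protein genes (75 of 83, 11.1, adjusted p = 3.3e-16) and progenitor genes such as Sox2, Gli3 and Insm1 (23 of 30, 3.87, adjusted p = 0.0031) were above other genes. The difference from E18.5 did not pass for pan-neuronal genes (ratio 2.04, permutation, adjusted p = 0.10) or progenitor genes (2.34, adjusted p = 0.10). The widest gains among genes that were targets at P0 and not at E18.5 were at Bmpr2 (6 sites, 2361 bp), a BMP receptor, Hivep2 (4 sites, 2223 bp), Tenm2, a teneurin adhesion protein, Gria4, an AMPA receptor subunit, Tnfrsf19, Mmp16, Srsf3, Fat3, and Arsg and Slc16a6 with shared sites. In the other direction, sites at Zfp865 (2411 bp), Casc1/Etfrf1, Pdia4, Ppp2r1a, Trim41, Hjurp, Cep57l1, Ppp2r3d, Ppp2r5a and Gm28047 were listed at E18.5 and not at P0. With both lists at the length of the shorter, the epilepsy and olfactory receptor differences lost their calls (permutation, adjusted p = 0.98 and 0.72). The difference of log odds ratios fell from 1.23 to 0.0143 for epilepsy-associated genes and turned from 0.721 to -0.0721 for olfactory receptors. At that length ribosomal protein and oligodendrocyte lineage genes were lower at P0 (permutation, adjusted p = 0.0025 and 0.026). The MYT family was higher (permutation, adjusted p = 0.037). The P0 calls of pan-neuronal, epilepsy-associated and progenitor genes were lost at equal length (exact adjusted p = 0.051, 0.85 and 0.49, odds ratios 2.17, 1.13 and 1.53) and with sites wider than the list median (odds ratios 1.93, 1.58 and 1.93), and that of progenitor genes also within CpG class (chi-square test, adjusted p = 0.054). The P0 ribosomal odds ratio was 5.19 within CpG class and 4.47 at equal length, and stayed called.

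Non-neuronal lists, apart from astrocyte genes (9 of 20, odds ratio 0.962), were below other genes at P0 too. Heart and muscle genes had 3 of 40 (odds ratio 0.0951, exact adjusted p = 2.1e-06), oligodendrocyte lineage genes 2 of 22 (0.117, adjusted p = 0.0018), endothelial and mural genes 3 of 25 (0.160, adjusted p = 0.0020), microglia genes 3 of 22 (0.186, adjusted p = 0.0073), epithelial genes 7 of 35 (0.294, adjusted p = 0.0069), mesenchymal genes 8 of 35 (0.348, adjusted p = 0.016) and transcription factors that pattern other tissues 20 of 83 (0.372, adjusted p = 4.3e-04). Liver and pancreas genes (9 of 35, 0.407, exact adjusted p = 0.037) and blood lineage genes (0.361, adjusted p = 0.020) were also below. The microglia, liver and pancreas, and blood calls were lost within CpG class (odds ratios 0.368, 0.693 and 0.657, chi-square test, adjusted p = 0.17, 0.44 and 0.37), and the microglia, endothelial and mesenchymal calls at equal list length (exact adjusted p = 0.11, 0.061 and 0.078), where their odds ratios were 0.264, 0.230 and 0.341. With sites wider than the list median the microglia and mesenchymal calls were lost (0.304 and 0.398), with targets within 10 kb the oligodendrocyte and blood calls (0.528 and 0.442, exact adjusted p = 0.29 and 0.052), and under 50% repeat the liver and pancreas call (0.417). Immediate early genes were above other genes (22 of 27, 5.19, exact adjusted p = 0.0016), a call lost within CpG class (1.89, chi-square test, adjusted p = 0.27). Clock genes (15 of 21, 2.94, exact adjusted p = 0.056) and Notch pathway genes (20 of 32, 1.96, adjusted p = 0.13) were not called, but both were with sites wider than the list median (3.13 and 2.82) and at equal list length (3.53 and 2.65).

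**Figure D5:**
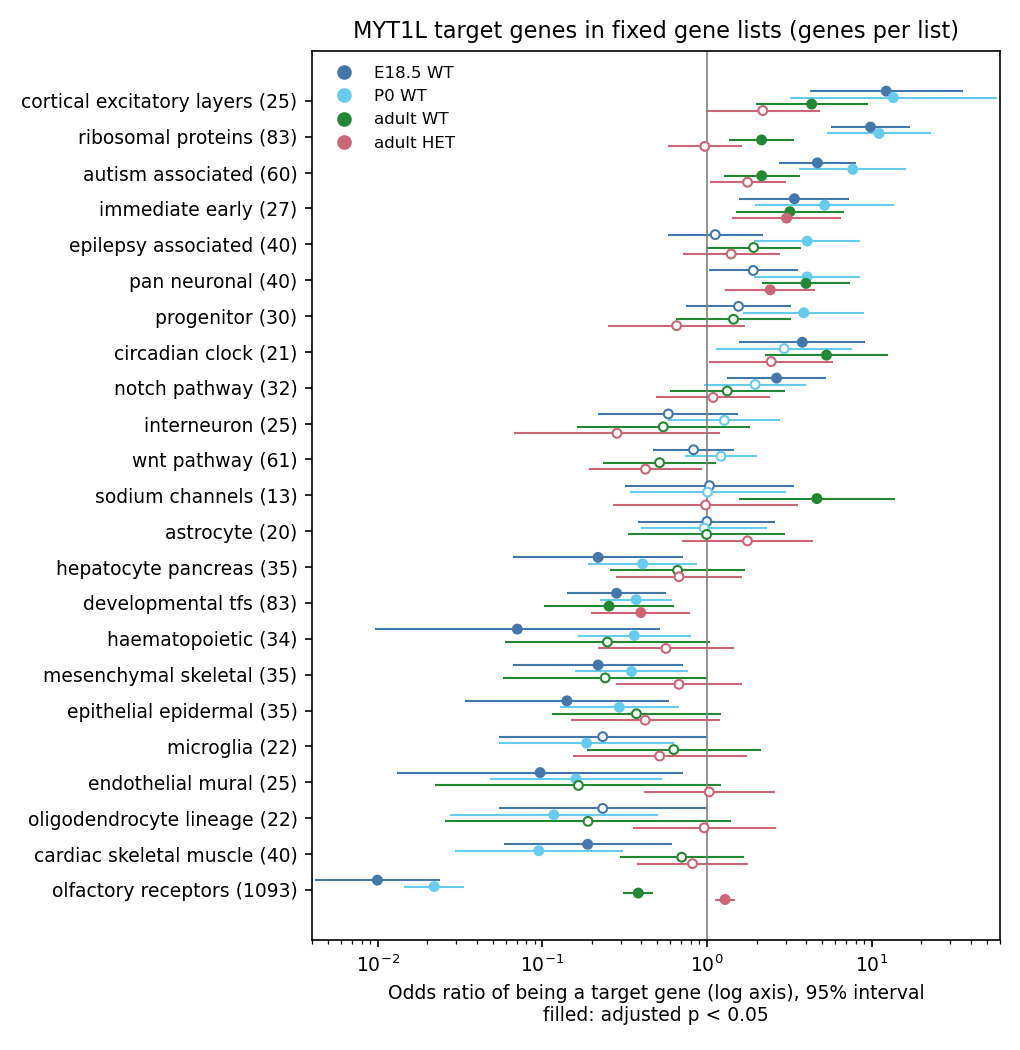
Odds ratio (log axis, with 95% interval) of being a MYT1L target gene for the 23 gene lists of over 3 genes in each of the 4 site lists, with the number of genes in parentheses and filled points where the adjusted p is under 0.05. Cortical layer, ribosomal and autism lists lie to the right at E18.5 and P0, blood, vascular, epithelial and muscle lists to the left, and olfactory receptors run from 0.00996 at E18.5 to 1.29 in adult HET.

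In adult WT cortex, clock, sodium channel, cortical layer and pan-neuronal genes were MYT1L targets more often than other genes. Clock genes were the list furthest above other genes among those of over 3 genes (12 of 21, odds ratio 5.32, exact adjusted p = 0.0012), with Dbp, Tef, Cry1 and Per1 in all 4 lists. Sodium channel genes followed (7 of 13, 4.65, exact adjusted p = 0.018), including Scn1a, Scn2a, Scn3a and Scn3b, and as the study chose part of this list on these samples, it is not independent evidence. Cortical layer genes (13 of 25, 4.32, exact adjusted p = 0.0018), pan-neuronal genes (20 of 40, 3.995, adjusted p = 2.0e-04), immediate early genes such as Nr4a3, Homer1, Bdnf and Egr1 (12 of 27, 3.19, adjusted p = 0.016), autism-associated genes (21 of 60, 2.15, adjusted p = 0.020) and ribosomal protein genes (29 of 83, 2.15, adjusted p = 0.0053) were above other genes. Of these, the immediate early, autism and ribosomal calls were lost within CpG class (odds ratios 2.17, 1.64 and 1.53, chi-square test, adjusted p = 0.090, 0.12 and 0.12), the cortical layer call with targets within 1 kb (2.36, exact adjusted p = 0.19) and the immediate early call with targets within 10 kb (2.41, adjusted p = 0.058). The MYT family of Myt1l, Myt1 and St18 was complete (3 of 3, 27.9, exact adjusted p = 0.019). It was complete at P0 too, without a call (8.24, exact adjusted p = 0.16). Within CpG class it was called at E18.5, at P0 and in adult WT (chi-square test, adjusted p = 0.0093, 0.0034 and 9.1e-05). That test is an approximation, which is poor for 3 genes that are all without a CpG-rich promoter, so no conclusion is drawn from these calls. At equal list length the adult WT odds ratios of sodium channels and the MYT family were 2.24 and 3.73, with neither called (exact adjusted p = 0.34 and 0.49). Neither was called with sites wider than the list median (2.06 and 3.43). With targets within 1 kb the adult WT call of the MYT family was lost too (15.0, exact adjusted p = 0.077). In adult HET the family was called at that distance (20.2, exact adjusted p = 0.0497). Transcription factors that pattern other tissues (5 of 83, 0.254, exact adjusted p = 0.0022) and olfactory receptors (99 of 1093, 0.383, adjusted p = 1.3e-22) were below.

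Between P0 and adult WT, 3 lists differed. Ribosomal protein genes fell from 75 to 29 of 83 (ratio of odds ratios 0.206, adjusted p = 0.014, permutation of matched gene lists), with Rpl13a, Rps12 and Rps27a kept in all 4 lists. Olfactory receptor genes rose from 22 to 99 (17.1, permutation, adjusted p = 0.0025) and heart and muscle genes from 3 to 6 of 40 (6.85, adjusted p = 0.025). Among the muscle genes, Tnnt1 was a target in adult WT and not at P0, and Cacna1s was a target in both. The sodium channel list did not differ (4.51, permutation, adjusted p = 0.39). The widest P0 sites of genes without an adult WT site were at Zbtb20 (11 sites, 7764 bp), Mllt10, Bcl11a, Bcl6/Gm37419, Mpped2, Meis2, St8sia4, Sox9, Pax6 and A830031A19Rik. Of these, Zbtb20, Bcl11a, Meis2, Sox9 and Pax6 encode transcription factors of cortical progenitors, neurons or glia. The widest adult WT sites without a P0 counterpart were at Hjurp (11 sites, 2820 bp), Gm21149, Gm21190, Sp110, Sp140, Mroh2a, Gm10354, A530032D15Rik, Duxf3 and Speer4e. Several of these, such as Duxf3, Speer4e, Sp110 and Sp140, lie in clusters of near-identical copies, where reads can be shared between copies, so their sites are uncertain. At equal list length the ribosomal and muscle differences were not called (permutation, adjusted p = 0.76 and 0.45). The difference of log odds ratios went from -1.58 to -0.480 for ribosomal protein genes and from 1.92 to 1.40 for muscle genes.

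The HET comparison asks where MYT1L binds when a copy of Myt1l is mutated. In adult HET, pan-neuronal genes (17 of 40, odds ratio 2.42, exact adjusted p = 0.019) and immediate early genes (13 of 27, 3.04, adjusted p = 0.014) stayed above other genes, and transcription factors that pattern other tissues stayed below (9 of 83, 0.397, adjusted p = 0.016). Olfactory receptor genes, silent in cortex, rose from 99 targets in adult WT to 306 of 1093 (ratio of odds ratios 3.36, adjusted p = 0.0025, permutation of matched gene lists), which put them above other genes (1.29, exact adjusted p = 0.0017). This last direction turned with sites wider than the list median (0.969) and at equal list length (0.774), and the call was lost within CpG class and window length (1.14, chi-square test, adjusted p = 0.18), with targets within 1 kb (1.09) and with sites under 50% repeat (1.09). Random placement of the adult HET sites made a mean of 25.3% of olfactory receptor genes targets (21.1 to 31.0% over 100 placements). The observed 28.0% lay within that range. The immediate early, pan-neuronal and developmental factor calls were each lost in at least 1 alternative, at equal list length with an exact adjusted p = 0.053 and 0.096 and odds ratios of 3.13 and 0.269 for the first and the last, with wider sites and within 10 kb with odds ratios of 1.80 and 1.90 for immediate early genes, and within 1 kb with 0.52 and an odds ratio of 1.44 for pan-neuronal genes. No other list differed between the genotypes, with a permutation adjusted p = 0.70 for pan-neuronal and for cortical layer genes and 0.28 for sodium channels. The widest adult WT sites absent from adult HET were at C130026I21Rik, Sp110, Trpm8, Ugt1a1, A530032D15Rik, Pitpnm2, 4931408C20Rik, Gm21887, Fbxl19 and Nedd4l. Sp110 and C130026I21Rik, whose span holds A530032D15Rik, lie in a cluster of near-identical copies on chromosome 1, so their sites are uncertain. Trpm8 and Ugt1a1 lie in 1 Mb of that chromosome with 81 adult WT sites, 7.36 times the median. Sites listed in adult HET and not in adult WT were widest at Pik3r1 (5 sites, 530 bp), a subunit of phosphoinositide 3-kinase, Gm4567, Ppp3ca, a calcineurin subunit, Mup17, AA792892, Gm4177, Igsf8, Il31ra and Sox30. AA792892 lies in 1 Mb of chromosome 5 with 89 adult HET sites, against a median of 21. Whether the other genes of these 2 sets lie among near-identical copies was not tested.

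Among lists without a call in adult HET were cortical layer genes (10 of 25, 2.18, exact adjusted p = 0.11), autism-associated genes (21 of 60, 1.76, adjusted p = 0.086), clock genes (9 of 21, 2.45, adjusted p = 0.12), epilepsy-associated genes (12 of 40, 1.40, adjusted p = 0.49) and ribosomal protein genes (19 of 83, 0.971). Clock genes were called with targets within 10 kb (2.87, exact adjusted p = 0.047), with sites wider than the list median (3.88, 0.019) and at equal list length (4.39, 0.019). Autism-associated genes were called within 10 kb (2.02, exact adjusted p = 0.020) and ribosomal protein genes within 1 kb (2.06, adjusted p = 0.044). Wnt pathway genes (7 of 61, 0.423, exact adjusted p = 0.068) were called below other genes within 1 kb (0.0819), within 10 kb (0.432) and within CpG class (0.386), the last also in adult WT (0.380 against 0.515). Interneuron genes such as Sox6, Maf and Dlx5 were called in none of the 4 lists (odds ratios 0.582, 1.27, 0.543 and 0.284), nor were astrocyte genes such as Glul and Gja1 (0.999, 0.962, 0.995 and 1.76).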

Values the study reported

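The study used 300,000 cells per animal for CUT&RUN. It reported that about 60% of the direct MYT1L target genes were upregulated in homozygous Myt1l mutants in bulk RNA sequencing. Of 38 non-neuronal targets selected from binding and expression, it reported that 30, or 78%, were upregulated in mouse and human neurons with less MYT1L.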

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

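For the 3 patterns, the use of each value as a test of an explanation, other than that of promoter CpG class, was chosen after the data were seen, although the overlap of the adult lists and the gene list odds ratios came from comparisons fixed earlier, and the criteria of the motif test of the second pattern and the window test of the third were set before their own results. The differences in the last paragraph stood out because a test of the difference between 2 lists passed, while the first and the third pattern rest on no such test.

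The first pattern is that few adult WT sites were shared with younger cortex, 10.4% with P0 (10.1 to 10.7%), although 88.3% of E18.5 sites were shared with P0. At equal length, with only the widest sites of the longer lists kept, 10.6% of P0 sites overlapped adult WT and 66.7% of E18.5 sites overlapped P0. The widest decile of adult WT sites reached 20.03% with P0 (upper limit 21.5%). These values argue against list length and site width as the whole cause. Sites peculiar to a sequencing run stay open. Of adult WT sites 8.38% overlapped adult HET, less than with P0, but the P0 list covers 14381 kb and the adult HET list 6560 kb. Over 100 random placements the excess was about the same, 11.6-fold with adult HET and 11.5-fold with P0. Outside promoters (7.63% against 6.95%) and in the widest decile (27.5% against 20.03%) the order of the shares turned. Background without regulatory sequence is argued against by the AP-1 word TGACTC, whose odds ratio at adult WT sites outside promoters that P0 lacks was 1.47 (1.41 to 1.54). The MYT1L motif AAAGTT gave 1.10 (1.06 to 1.14) at these sites. TGACTC is not the MYT1L motif, so it cannot tell MYT1L binding from other cutting at regulatory sequence. The IgG libraries, which could address this, were not analysed. A change of MYT1L binding with age remains a hypothesis that cannot be told apart from effects of the run, because age and run coincide.

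The second pattern is the 54147 adult HET sites that adult WT lacks. Background spread over the genome is a candidate explanation for part of them, because through these sites 27.7% of olfactory receptor genes, silent in cortex, became targets, 1.15 times the mean of random placement, and their 4633 target genes were 0.981 times that mean, but TGACTC at 1.14 (1.10 to 1.18) outside promoters, less than in adult WT, leaves it open for the whole. A preference of the nuclease for AT-rich DNA may add to it, with GC outside promoters 37.7%, a difference of -3.98 percentage points from the genome. Binding that moved to other sites at a lower MYT1L dose was to be excluded if the motif odds ratio there (1.02, 0.993 to 1.04) lay below that of adult WT sites that adult HET lacks (1.11, 1.07 to 1.15). It did, and the order held over whole sites (1.05 against 1.14). With 250 bp on each side the values were 1.02 (1.003 to 1.04) and 1.01 (0.985 to 1.04), so no order is given. Against flanking windows they were 1.16 and 1.17, also with overlapping intervals. Whether GC content stayed matched in these wider and flanking windows was not tested, so they cannot decide the question. The lower motif odds ratio was thus seen in some settings only, and moved binding cannot be told apart from the rest.

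The third pattern is that lists of vascular, blood, epithelial and other non-neuronal genes held few targets at E18.5 and P0, in 16 calls below other genes, with oligodendrocyte and microglia lists called at P0, at E18.5 only with targets within 1 kb (0.0608 for each), and astrocyte genes at neither stage. Promoter CpG class cannot be excluded as part of it, since 68.8% of these calls (11 of 16) passed within CpG class, between the bounds of 50% and 75% set for either answer. Adding the length of the windows around transcription starts gave 68.8% as well, with odds ratios of 0.128 to 0.380 for the calls that passed and 0.298 to 0.689 for the 5 lost. MYT1L sites at active promoters of any kind are consistent with the ribosomal protein genes, whose lower odds ratio of the 2 stages was 9.85, or 5.12 within CpG class. A choice of MYT1L for neuronal genes stays open and was not tested apart from promoter activity.

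Other differences between lists are given as values. Ratios of odds ratios, P0 over E18.5 and with the Haldane correction, were 3.62 for blood lineage genes, 3.42 for epilepsy-associated genes and 2.06 for olfactory receptors. From P0 to adult WT they were 6.85 for heart and muscle genes, 0.206 for ribosomal protein genes and 17.1 for olfactory receptors. From adult WT to adult HET the ratio was 3.36 for olfactory receptors. With lists at equal length, the difference of log odds ratios from E18.5 to P0 fell from 1.23 to 0.0143 for epilepsy-associated genes. For olfactory receptors it turned from 0.721 to -0.0721, and both calls were lost. From P0 to adult WT it went from 1.92 to 1.40 for muscle genes and from -1.58 to -0.480 for ribosomal protein genes, neither called. The blood call and the later olfactory receptor calls stayed. The AAAGTT odds ratio at all sites changed by 0.885 from E18.5 to P0 (0.836 to 0.936), 0.732 from P0 to adult WT, 0.647 from E18.5 to adult WT and 0.910 from adult WT to adult HET (0.873 to 0.949), the first and the last of which turned or lost their call in some alternatives (1.00 over whole sites and 1.01 with 250 bp on each side). At promoter sites it changed by 0.717 from P0 to adult WT, 0.716 from E18.5 to adult WT and 0.797 from adult WT to adult HET (adjusted p = 0.043, Woolf's chi-square test). Outside promoters the ratios were 0.866, 0.746, 0.646 and 0.917 for the same 4 pairs as for all sites.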

How the results depend on the processing

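Of the alternatives, those on repeats for target genes and gene lists, on CpG class with window length, equal length for overlaps and for odds ratios of single gene lists, the widest decile and sites that the other adult list lacks were chosen after seeing the data. No paired analysis was possible because each list merges the libraries of its group, and for the same reason leaving out replicates and keeping sites with support in 2 or more libraries were not run. The 4 overlaps stayed above chance in every alternative run with random placements. Over single gene lists, 602 of 694 alternative values stayed called in the same direction or stayed uncalled, 66 lost the call, 23 gained it and 3 turned. These were the olfactory receptor odds ratio in adult HET, 0.969 for sites wider than the list median and 0.774 at equal length, and the ribosomal protein odds ratio there, called at 2.06 with targets within 1 kb. The promoter shares in the order E18.5, P0, adult WT and adult HET were 40.001, 30.4, 9.95 and 5.28% with 1 kb on both sides, 31.5, 19.97, 6.22 and 2.49% for protein-coding genes, and 36.6, 30.5, 10.7 and 4.70% for the wider sites. With each chromosome left out they ranged over 33.4 to 34.9, 22.4 to 23.2, 7.46 to 7.98 and 3.51 to 3.86%, and the shares of genes that are targets over 29.6 to 30.8, 45.6 to 46.8, 19.8 to 20.6 and 23.2 to 24.0%. The AAAGTT odds ratio lost its call in adult WT with 250 bp on each side (1.02), and in adult HET under 50% repeat (1.03) and at sites that adult WT lacks (1.02). The ratio of AAAGTT odds ratios of P0 over E18.5 turned over whole sites (1.00) and lost its call against flanks (0.985) and for the wider sites (0.969), and that of adult HET over adult WT turned with 250 bp (1.01) and lost its call against flanks (0.984). Ratios of adult WT over younger lists kept both in all alternatives. Target genes numbered 3807 (E18.5), 2793 (adult WT) and 3008 (adult HET) with the wider sites, 2590 (adult WT) and 1976 (adult HET) at 1 kb, and 7930 (adult HET) at 10 kb. Gene lists below other genes were 3 at E18.5 with the wider sites, and in adult HET 2 at 1 kb, at 10 kb, within CpG class and with window length added, and 0 at equal length, where 1 list differed between P0 and adult WT. Fewer and wider sites enter the settings of wider sites and equal length, so a call lost there cannot be assigned to site number or to width. Otherwise the cause was not tested. Unknown depth limits every comparison of site numbers and widths.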

Other observations

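The regions densest in sites, and the words outside the fixed 12, were looked at after the data were seen, and no test was run on the regions. The densest 1 Mb was on chromosome 11 (69000001 to 70000000) at E18.5, with 46 sites, and on chromosome 16 (77000001 to 78000000) at P0, with 99 sites. The 1 Mb of chromosome 18 that holds Tcf4 (69000001 to 70000000) had 38 sites at E18.5 and 94 at P0, against a median of 5 and 14 sites per Mb. The 1 Mb with Mef2c on chromosome 13 (83000001 to 84000000) had 76 sites at P0. The widest site of any list, 8599 bp at E18.5, lay on chromosome 4 (23825306 to 23833904), and its span held P0 sites of 4205 and 3898 bp. The regions on chromosome 13 from 21000001 to 22000000 and from 23000001 to 24000000 held 39 and 35 E18.5 sites, the latter with the histone gene Hist1h4a.

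Adult clusters lay elsewhere. In adult WT the densest regions were on chromosome 8 (20000001 to 21000000, 200 sites), chromosome 1 (85000001 to 86000000, 173 sites, 15.7 times the median, with Sp110 and Sp140), chromosome 4 (147000001 to 148000000, 132 sites) and chromosome 5 (15000001 to 16000000, 120 sites, with Gm21149 and Gm21190). The same part of chromosome 4 was the densest in adult HET, with 123 sites against a median of 21. The E-box CATATG outside promoters had odds ratios of 1.87 at E18.5, 1.32 at P0, 1.65 in adult WT and 1.35 in adult HET, and the TA-rich word CTATAG 0.628, 0.761, 1.19 and 1.45, both chosen after the ranking was seen. Of target genes found in a single list, 73.5% had a CpG-rich promoter at E18.5 (166 genes), 70.4% at P0 (2543 genes), 33.2% in adult WT (785 genes) and 19.7% in adult HET (1727 genes).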
